A study of Mus musculus with 11 samples.

How the data were processed

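CUT&Tag-BS maps a histone mark and reads DNA methylation on the same fragments: an antibody directs a protein A-Tn5 transposase to chromatin carrying the mark, the enzyme cuts the DNA and adds methylated adapters, and the fragments are then bisulfite converted, amplified and sequenced. Per the labels' protocols, mouse E14 embryonic stem cells were grown with serum and leukemia inhibitory factor, and antibodies against H3K4me1, H3K9me3 and H3K27me3 were used. The 11 samples comprised 8 bisulfite libraries and 3 controls prepared without bisulfite, 1 per mark. The H3K4me1 and H3K9me3 bisulfite samples came as run 1 and run 2, read with paired-end reads of 35 bp and 75 bp per the labels. H3K27me3 was profiled with bisulfite from 4000, 20000, 100000 and 250000 cells, and the other samples used 250000 cells.

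The deposited table held, for each of 21908008 CpGs and each of the 8 bisulfite libraries, the count of methylated calls and the count of all calls, as whole numbers without normalization. Both strands of a CpG shared a line, and 10093840 CpGs had no call in any library. Neither the aligner nor the treatment of duplicate reads was stated per the labels or the file headers. Each of the 11 samples had a deposited peak list of positions without scores, so peak width stood in for peak strength. A unified list per mark held 37256 peaks for H3K4me1, 21460 for H3K9me3 and 18133 for H3K27me3. Merging the per-library lists of a mark, controls included, gave exactly the same intervals. Every count column of the table was used (0 were left out). Analyses covered chromosomes 1 to 19 and X, which carried from 99.1 to 99.95% of a library's calls. Chromosome Y and unplaced scaffolds were left out as shallow, and chromosome M was treated separately.

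The labels and file headers named no genome build. Positions were therefore compared with a RefSeq gene table of assembly GRCm38.p6. The denser end of 21631 protein-coding genes had a mean of 43.6 CpGs within 500 bp, against 16.2 when gene positions were shifted by 2000 bp. The last CpG of each chromosome lay from 1 to 202763 bp past the end of its last gene. The table was then used to place promoters and name genes. It gives no strand, so the promoter of a gene was taken as the gene end with more CpGs within 1000 bp, a choice blind to methylation. It cannot find a promoter inside an annotated gene: the windows at Snrpn and Impact held 11 and 22 CpGs, against 50 to 220 at the other listed genes, and may not hold the promoter. Coordinates are those of the deposited files, counted from 1.

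A methylation level is the sum of methylated calls over the sum of all calls, in percent. Its standard error came from a jackknife over 20 chromosomes, and 95% intervals of shares are Wilson intervals. A CpG level of 0 is given with the limit that 3 counts of the total would allow. Calls on one fragment and amplified copies are not independent, so intervals and limits cover counting error only.

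Whether run 1 and run 2 of a mark were separate libraries was checked at CpGs with at least 5 calls in each run and a pooled level from 20 to 80%. The mean Pearson chi-square of the 2-by-2 tables, scaled so that separate molecules give 1, was the measure, beside the agreement of CpGs called exactly once in each run. In simulated data at the H3K4me1 call numbers, separate molecules gave 0.994 and a shared pool 0.215; at the H3K9me3 call numbers the values were 1.01 and 0.253. The values found were 0.390 for H3K4me1 and 0.722 for H3K9me3, each between the simulated values of its mark. Since both lay below 1, the runs of each mark were treated as 1 library, and their mean as 1 value. A negative binomial test across libraries had been planned for H3K4me1 against H3K9me3 and was not run, as the plan foresaw for that case.

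For that comparison, the unified peaks of both marks were merged, and regions with at least 10 calls in each of the 4 runs were kept. A difference of 20 percentage points between mark means was the threshold. Fisher's exact test, two-sided, on calls summed over runs with Benjamini-Hochberg adjustment at 0.05 compares these libraries, not the marks. In simulated calls at the depth of run 2, with 200 of 2339 regions changed by 40 points, the test recovered 89.0% of the changed regions and 1.11% of its calls were false. A 20-point threshold was passed by 97.5% of changed and 2.81% of unchanged regions. The binomial expectation of each count was drawn from 1 pooled level per region at the depth of run 2.

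Peaks counted as overlapping when they shared 1 bp. The chance level was the mean of 20 random placements of the peaks within the CpG span of each chromosome. Correlations across unified peaks used peaks with at least 20 calls in both libraries. Peaks are not independent replicates. CpG coverage at matched call numbers was computed as the number of CpGs expected when calls of the 250000-cell H3K27me3 library are thinned at random to the calls of a smaller library. Promoters of 12 imprinted genes listed before the data were examined were measured within 1000 bp of the start, with calls summed over runs and at least 20 calls per mark, by an exact two-sided sign test.

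Regions named in the text followed a rule also set before the data were examined: at least 50 calls and 5 CpGs in each of the 4 runs, both runs of one mark above both runs of the other, and the 3 largest differences in each direction, plus the imprinted list. Alternatives covered call minimums, coverage limits, peak definitions, overlap rules, region definitions and leaving out each run. The planned comparison of GC content between peaks found with and without bisulfite was not made, because it needs the genome sequence. Software was Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.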

Results

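CUT&Tag-BS was measured in mouse E14 embryonic stem cells for H3K4me1, a mark of enhancers and promoter flanks, H3K9me3, a mark of heterochromatin, and H3K27me3, the Polycomb mark. The data comprised 2 sequencing runs each for H3K4me1 and H3K9me3, 4 H3K27me3 libraries from decreasing cell numbers, and 1 library per mark without bisulfite. Run 1 and run 2 of H3K4me1 held 4917718 and 9690770 CpG calls, and those of H3K9me3 held 2012835 and 6355757. The H3K27me3 libraries from 4000, 20000, 100000 and 250000 cells held 378056, 5019897, 24468360 and 37177077 calls. The share of the genome's CpGs with at least 1 call was 9.60% and 14.1% in the H3K4me1 runs and 6.71% and 15.7% in the H3K9me3 runs. In the H3K27me3 libraries it was 1.36%, 9.05%, 22.3% and 27.1% in order of cell number. A covered CpG had a mean of 1.27 calls in the 4000-cell library and 6.26 in the 250000-cell library.

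The first comparison asked whether the runs of a mark were replicate libraries. Between the H3K4me1 runs, the mean chi-square was 0.390 ± 0.00204 (SE, 82841 CpGs), below the value of 1 that separate molecules give. Between the H3K9me3 runs it was 0.722 ± 0.0267 (SE, 4133 CpGs). Between the H3K27me3 libraries from 100000 and 250000 cells it was 1.08 ± 0.00329 (SE, 196829 CpGs). At 558920 CpGs called once in each H3K4me1 run, the methylation state was the same in 97.6%, whereas 2 calls within run 2 had the same state at 77.4% of 570206 CpGs. The corresponding values for H3K9me3 were 95.9% of 482946 CpGs between the runs and 83.5% of 565730 within run 2. For the H3K27me3 pair they were 80.2% of 596108 CpGs between libraries and 81.7% of 978857 within the 250000-cell library. With at least 10 calls in each run, the H3K9me3 value rose to 1.43 over 446 CpGs, which was the alternative that moved this result most and the one that changed its side of 1. The runs were therefore treated as repeat sequencing of 1 library per mark, and no value below has a biological replicate.

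The methylation level in the unified peaks of each library's own mark was measured next. H3K4me1 peaks had a level of 25.7% ± 0.195 in run 1 (jackknife SE, 95% Wilson interval 25.65 to 25.75%, 3346067 calls) and 25.8% ± 0.198 in run 2 (25.74 to 25.81%, 6581963 calls). The Wilson intervals here and for H3K9me3 cover counting error only and are narrower than the jackknife SE over chromosomes allows. H3K9me3 peaks had 84.5% ± 0.214 in run 1 (84.45 to 84.63%, 621081 calls) and 85.1% ± 0.196 in run 2 (85.01 to 85.11%, 2060515 calls). The means of the runs, 84.8% and 25.7%, differed by 59.1 points, against an SD between runs of 0.368 points for H3K9me3 and 0.0521 for H3K4me1. With 1 library per mark, no test across libraries applies; even 2 separate libraries per mark could not give an exact two-sided permutation p under 0.333. H3K27me3 peaks had levels of 23.4% ± 0.375 with 4000 cells, 23.8% ± 0.358 with 20000, 24.8% ± 0.384 with 100000 and 24.6% ± 0.408 with 250000 cells (jackknife SE). Restricting to CpGs with at least 10 calls moved the 4000-cell value most, to 72.2%, which rests on at most 32 CpGs. Averaging single CpG levels in place of calls moved the 250000-cell value to 44.9%.

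Over single peaks with at least 20 calls, the median level was 28.5% for H3K4me1 in run 2 (30581 peaks), and 34.4% of these peaks lay under 20%. For H3K9me3 in run 2 the median was 89.2% (17388 peaks), with 75.9% of peaks over 80%. For H3K27me3 with 250000 cells the median was 53.1% (16639 peaks), and the quartiles were 23.0% and 79.5%. With 4000, 20000 and 100000 cells the median was 18.2% (3554 peaks), 28.4% (10088 peaks) and 48.2% (15642 peaks). These medians cover different peaks, because the call minimum kept a different set in each library. On peaks with at least 20 calls in both libraries, the median absolute difference from 250000 cells was 6.97, 3.66 and 2.82 points. The medians therefore do not show that levels of the same peaks rise with cell number. Outside all unified peaks, the level was 51.6% ± 0.686 and 52.0% ± 0.662 in the H3K4me1 runs and 83.2% ± 0.355 and 83.3% ± 0.342 in the H3K9me3 runs. In the H3K27me3 libraries it was 68.6% ± 0.778, 71.9% ± 0.643, 73.6% ± 0.710 and 73.6% ± 0.770 in order of cell number. Own peaks held 68.1% and 68.0% of calls on chromosomes 1 to 19 and X in the H3K4me1 runs, 31.1% and 32.7% in the H3K9me3 runs, and between 77.7% and 82.8% in the H3K27me3 libraries.

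**Figure D1:**
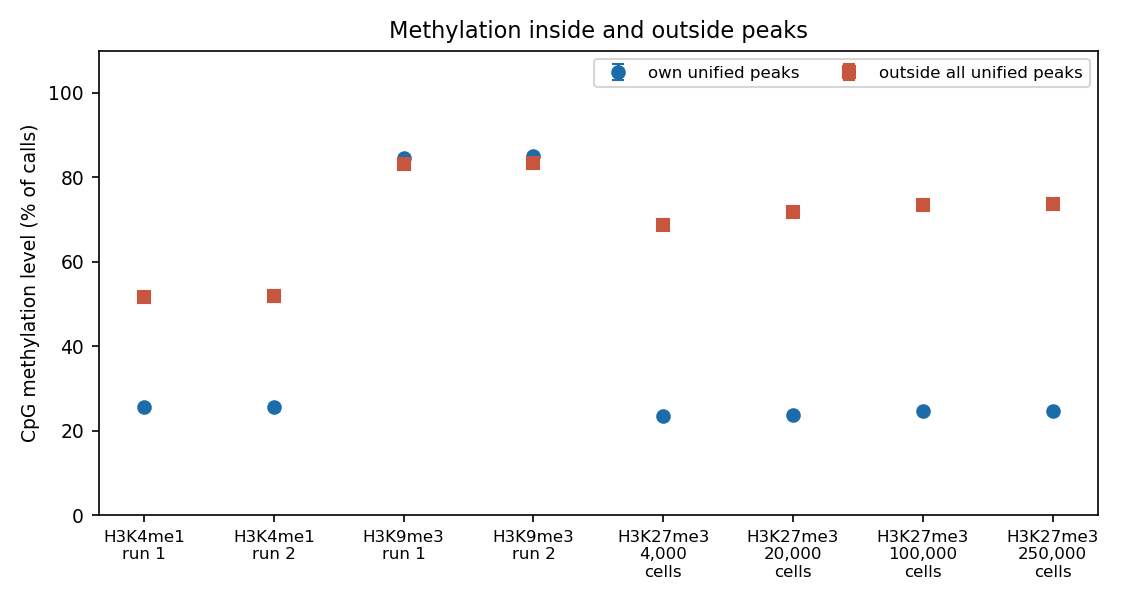
Methylation level (percent of CpG calls) of the 8 bisulfite libraries in the unified peaks of their own mark and outside all unified peaks; error bars are jackknife standard errors over chromosomes. H3K9me3 levels in own peaks were 84.5% and 85.1%, and all H3K4me1 and H3K27me3 levels in own peaks lay between 23.4% and 25.8%.

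Calls of both marks in the same regions allowed a comparison of methylation between the libraries of the 2 marks. Of 57141 merged regions, 2339 had at least 10 calls in each of the 4 runs. They comprised 1072 regions with an H3K4me1 peak alone, 360 with an H3K9me3 peak alone and 907 with both, the last being 68.0% of all regions with both peaks. The median difference, H3K9me3 minus H3K4me1, was 14.0 points (95% interval of the median 13.0 to 15.2). H3K9me3 calls were at least 20 points more methylated in 922 regions, where independent binomial calls at the depth of run 2 would give 33.6. H3K4me1 calls were at least 20 points more methylated in 22 regions, where such calls would give 26.9. With run 2 alone the numbers were 928 and 20. Calls on one fragment and amplified copies are not independent, so these expectations may be too low. Without H3K9me3 run 2, the number with H3K4me1 higher was 52. The median difference was 5.49 points in regions with an H3K4me1 peak alone, 20.8 with an H3K9me3 peak alone and 22.9 with both. Fisher's exact test on summed calls, which compares these 2 libraries and not the marks, passed an adjusted p of 0.05 in 1115 regions with H3K9me3 higher and 55 with H3K4me1 higher. With run 2 alone, which removes the recounting across runs but not any within a run, the numbers were 953 and 17. Part of the difference lay in which CpGs each library covered. In the 2305 regions that also had enough calls at CpGs covered in both libraries, the median difference was 14.1 points over all CpGs and 7.40 points at the same CpGs in run 2.

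**Figure D2:**
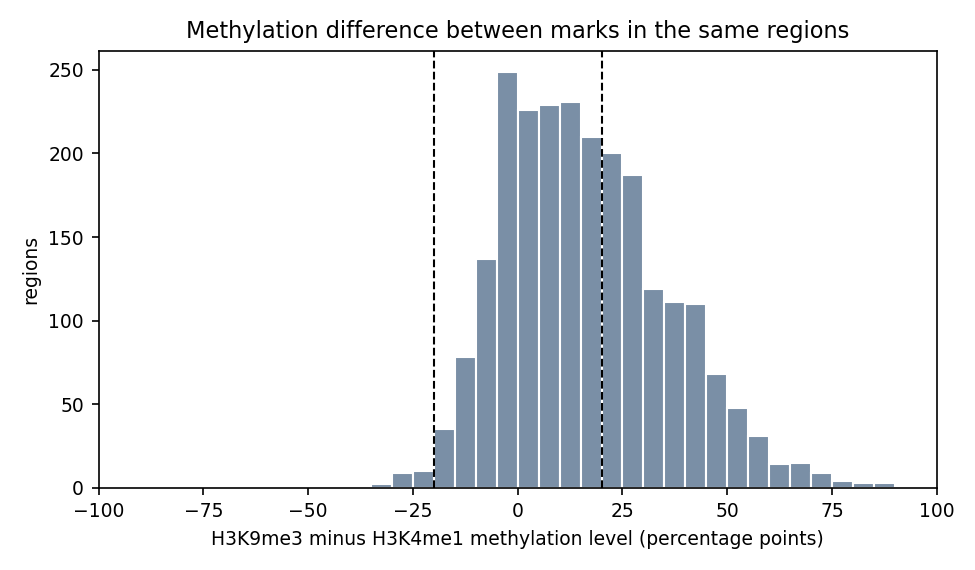
Number of regions by the difference in methylation level, H3K9me3 minus H3K4me1 (percentage points, bins of 5), among 2339 regions with at least 10 calls in each run; dashed lines mark 20 points either way. H3K9me3 was at least 20 points higher in 922 regions and H3K4me1 in 22.

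In 195 of 204 regions with enough calls under the rule set in advance, both H3K9me3 runs were above both H3K4me1 runs. The largest difference, 80.3 points, was on chromosome 12 from 109522872 to 109541557, overlapping Meg3 and Gm34081. There H3K4me1 levels were 12.7% of 793 calls in run 1 and 13.2% of 1511 in run 2, and H3K9me3 levels 93.1% of 740 and 93.5% of 1866. At the same CpGs the difference was 79.1 points. On chromosome 2 from 174283241 to 174302672, overlapping Gnas and Gnasas1, the difference was 73.7 points, with H3K4me1 at 10.9% of 695 calls and 10.5% of 1439 and H3K9me3 at 85.1% of 435 and 83.8% of 1162. It was 63.0 points at the same CpGs. The third region, on chromosome 10 from 95878313 to 95895426 over Gm33377, differed by 67.7 points over all CpGs but by 2.39 points at the same CpGs, so the marks were read at different CpGs there. H3K27me3 calls from 250000 cells had levels of 94.0% (83 calls) in the Meg3 region, 7.08% (5582 calls) in the Gnas region and 60% (20 calls) in the Gm33377 region. Named regions in the other direction are not reported here.

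Imprinted promoters carry methylation on 1 parental copy, so the list asks whether the marks separate the copies. Of 12 listed promoters, 5 had at least 20 calls for both marks; 5 had too few for H3K4me1 and 4 too few for H3K9me3, some for both. H3K9me3 calls were more methylated at 5 of 5 promoters, by 74.1 to 94.1 points with a median of 83.9 (exact two-sided sign test p = 0.0625, the smallest that 5 promoters allow). In run 2, the Kcnq1ot1 promoter had an H3K4me1 level of 6.78% (59 calls, 95% interval 2.67 to 16.2%) and an H3K9me3 level of 89.7% (232 calls, 85.1 to 92.9%). The Zrsr1 promoter had 13.2% (76 calls, 7.31 to 22.6%) and 90.5% (549 calls, 87.8 to 92.7%). The Plagl1 promoter had 9.09% (22 calls, 2.53 to 27.8%) and 86.4% (235 calls, 81.4 to 90.2%). At Peg3, 0 of 23 H3K4me1 calls were methylated, which allows up to 13.0%, against 84.7% of 242 H3K9me3 calls. At Airn, 0 of 25 H3K4me1 calls were methylated, which allows up to 12%, against 94.6% of 147 H3K9me3 calls. H3K27me3 calls from 250000 cells were 2.22% methylated at Kcnq1ot1 (90 calls, 95% interval 0.612 to 7.74%) and 4.08% at Peg3 (147 calls, 1.88 to 8.62%). They were 39.7% methylated at Zrsr1 (63 calls, 28.5 to 52.0%), 28.6% at Plagl1 (14 calls, 11.7 to 54.6%) and at Airn in 10 of 10 calls (72.2 to 100%). Widening the window to 2000 bp on each side added promoters and gave H3K9me3 higher at 5 of 7, with a sign test p of 0.453. With at least 10 calls per mark, H3K9me3 was higher at 5 of 6, and the smallest difference was -1.40 points. The exact sign test on run 1 alone had 2 promoters.

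**Figure D3:**
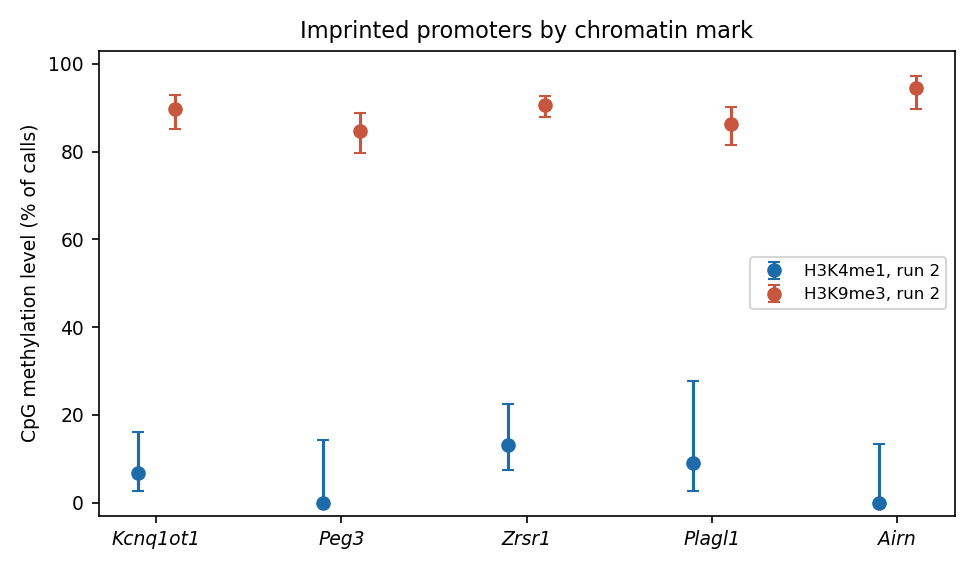
Methylation level (percent of CpG calls) of H3K4me1 and H3K9me3 calls from run 2 at the 5 imprinted promoters with enough calls; error bars are 95% Wilson intervals. H3K9me3 levels lay between 84.7% and 94.6% and H3K4me1 levels between 0 and 13.2%.

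Whether bisulfite treatment changes the mapped peaks was addressed by overlap with the control lists. On chromosomes 1 to 19 and X, the 31898 H3K4me1 control peaks were overlapped at 84.5% (95% interval 84.1 to 84.9%) by run 1 and 81.5% (81.1 to 82.0%) by run 2, against 4.84% and 4.57% for randomly placed peaks. The 12422 H3K9me3 control peaks were overlapped at 77.2% (76.4 to 77.9%) by run 1 and 92.7% (92.2 to 93.2%) by run 2, against 2.24% and 3.72% by chance. The 17202 H3K27me3 control peaks were overlapped at 70.8% (70.1 to 71.5%) by the 250000-cell bisulfite library, against 6.34% by chance. In the other direction, 79.96% and 83.3% of H3K4me1, 71.8% and 52.6% of H3K9me3 and 94.5% of H3K27me3 bisulfite peaks overlapped a control peak. The Jaccard index of covered bases was 70.6% and 70.7% for H3K4me1, 52.7% and 42.6% for H3K9me3 and 75.6% for H3K27me3. The runs of one mark did not share all peaks either: run 2 peaks overlapped 88.0% of run 1 peaks for H3K4me1 and 96.0% for H3K9me3. In the other direction, 95.2% of H3K4me1 run 2 peaks and 58.6% of H3K9me3 run 2 peaks overlapped a run 1 peak, with Jaccard indices of 83.7% and 49.8%. Keeping equal numbers of the widest peaks moved the H3K27me3 share most among the alternatives, to 82.8%.

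The cell-number series asked how far H3K27me3 profiles hold with less material. Full peak lists held 495, 7271, 12678 and 13921 peaks with 4000, 20000, 100000 and 250000 cells, and 17211 in the control. They covered 0.586, 30.4, 69.2, 82.0 and 102 Mb on chromosomes 1 to 19 and X, with median widths of 1001, 2705, 3165, 3206 and 3083 bp. Of the 250000-cell peaks, 3.08% (95% interval 2.80 to 3.38%) were overlapped with 4000 cells, 43.2% (42.4 to 44.1%) with 20000 and 78.2% (77.5 to 78.9%) with 100000. Requiring that at least 50% of the peak be covered lowered the 20000-cell value to 18.3%, the largest fall in percentage points among these. It lowered the 4000-cell value to 0.0216%. Of the peaks called with fewer cells, 97.2%, 98.9% and 92.8% overlapped a 250000-cell peak. CpGs with at least 1 call numbered 297919, 1982207, 4874534 and 5942827. Calls per cell were 94.5, 251, 245 and 149, so sequencing depth did not scale with cell number, and for peak recovery the effects of depth and cell number were not separated. At matched call numbers, the libraries from 20000 and 100000 cells covered 1.03 times as many CpGs as the thinned 250000-cell library, and the 4000-cell library 0.937 times as many.

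**Figure D4:**
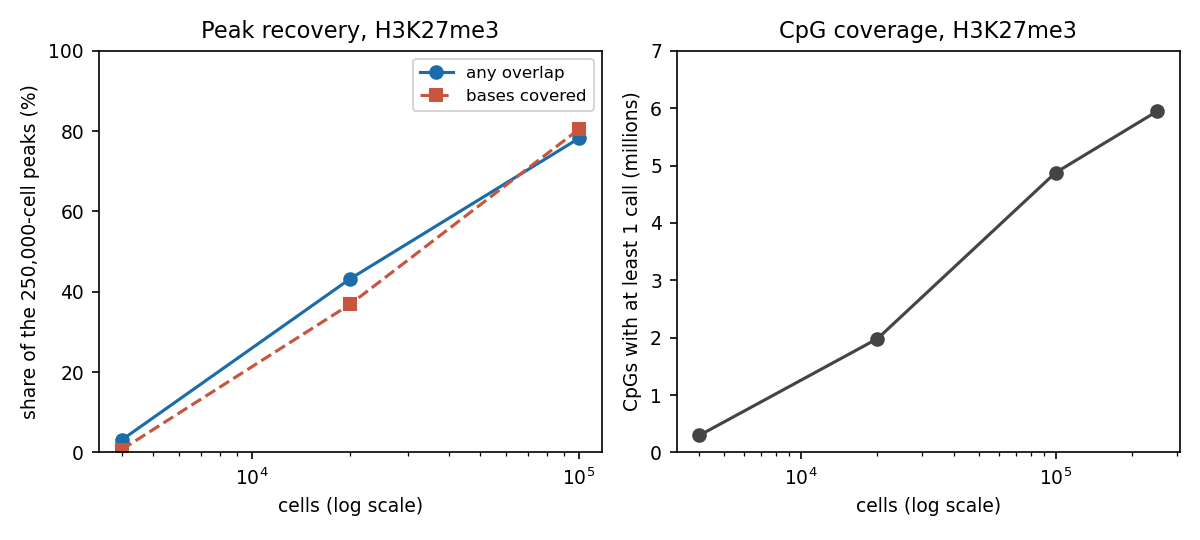
H3K27me3 libraries by number of cells (log axis). Left, share of the 250000-cell peaks overlapped by any peak and share of their bases covered (percent); right, CpGs with at least 1 call; overlap was 3.08%, 43.2% and 78.2% with 4000, 20000 and 100000 cells.

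Methylation levels across unified peaks were correlated between libraries of one mark. Across 15445 peaks, Pearson's r between 100000 and 250000 cells was 0.973 (95% interval 0.972 to 0.973), with a median absolute difference of 2.82 points. It was 0.956 (0.954 to 0.957) across 10085 peaks for 20000 cells and 0.757 (0.743 to 0.771) across 3552 peaks for 4000 cells, with median absolute differences of 3.66 and 6.97 points. The peak sets differed in their range of levels. Peaks with at least 20 calls had quartiles of 9.26% and 30.3% with 4000 cells, against 21.6% and 78.1% with 100000 cells. A narrower range can lower r by itself, so the lower r with 4000 cells does not measure a loss of agreement alone. Between runs, r was 0.958 (0.957 to 0.959) across 24299 H3K4me1 peaks and 0.913 (0.909 to 0.916) across 8971 H3K9me3 peaks. Each of these pairs was treated as 1 library. Spearman's coefficient was lower for the H3K9me3 runs, at 0.766, than Pearson's r, the widest gap among the 5 pairs.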

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

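The tests on repeats, depth and nuclear copies in this part were chosen after the result was seen; those on conversion and unconverted reads were written before their values were computed.

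Calls on chromosome M, which no comparison above uses, included methylated ones. In 4 libraries the lower end of the 95% interval of their share exceeded the limit that a count of 0 allows, which is the criterion used here. The level was 15.1% in H3K4me1 run 2 (129 of 855 calls), against 1.73% in run 1 (6 of 347 calls) of the same library, where the limit is 0.865% and the interval reaches down to 0.795%. It was 1.64% in H3K9me3 run 1, 0.884% in H3K9me3 run 2 and 0.339% in the 250000-cell H3K27me3 library. Incomplete conversion of the whole H3K4me1 run was tested at 280986 nuclear CpGs with at least 10 calls and no methylated call in the 250000-cell H3K27me3 library. Run 2 exceeded run 1 there by 0.0105 ± 0.0230 points (jackknife SE), against 13.4 points on chromosome M, which argues against it. Unconverted reads from another library may still contribute: the rise for H3K4me1 minus that for H3K9me3 was -0.000627 points, but a source rich in mitochondrial DNA would add too few nuclear calls to be seen. Methylated nuclear copies of mitochondrial DNA would place the calls on few CpGs if one copy were the source. Methylated calls fell on 89 of 205 called CpGs, where random placement would give 94.2, yet several copies together could spread as widely, so these explanations cannot be told apart with 129 calls. No biological explanation was tested, since both runs come from the same cells.

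The number of peaks on chromosomes 1 to 19 and X differed from run 1 to run 2 in opposite directions, a difference that was not tested: it was -1693 for H3K4me1 and 6942 for H3K9me3. Bisulfite minus control peaks also had opposite signs, again untested: 809 for H3K9me3 run 1 and 7751 for run 2, against -3288 for H3K27me3. For H3K4me1 the sign changed between runs of one library, at 1186 for run 1 and -507 for run 2, so a sign alone does not separate the marks. Read length and depth changed together between the runs. For longer reads aligning in repeats of the X chromosome, H3K9me3 peaks on X numbered 293 in run 1 and 762 in run 2. The ratio of run 2 to run 1 calls on X was 3.57, above the autosomal range of 3.01 to 3.36, which is consistent with a read-length effect on X but concerns few of the added peaks. For H3K4me1 the X ratio was 2.00, against at most 1.99 on autosomes. Greater depth of run 2 stays open: H3K4me1 gained calls and changed by -1693 peaks, but the number of fragments behind the calls is not known, so depth and read length cannot be told apart. The mark itself remains among the open explanations, as untested.

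For the H3K27me3 difference, loss of CpG-poor or CpG-rich regions was examined among peaks up to 2000 bp wide. The limit kept 4267 of 5020 peaks found only without bisulfite but 2201 of 12182 shared peaks. Peaks found only without bisulfite had a median of 13.0 CpGs per kb (95% bootstrap interval 12.6 to 13.0), shared peaks 15.8 (15.1 to 16.1) and peaks found only with bisulfite 11.0 (11.0 to 11.99). For H3K4me1 run 2 the control-only peaks went the other way, with 15.97 CpGs per kb (15.97 to 17.1) against 13.7 in shared peaks (13.5 to 13.8). H3K4me1 peaks found only with bisulfite had 12.4 (11.98 to 12.9), below shared peaks. For H3K27me3, peaks missing from either list were poorer in CpGs than shared ones, so a loss tied to composition and a weaker signal in such peaks cannot be told apart. The libraries' depth without bisulfite is not known from peak lists, and it may account for the difference as well.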

How the results depend on the processing

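The restriction of H3K9me3 run 1 to under 50 calls, the use of run 2 alone and the restriction to the same CpGs were chosen after seeing the data; the other alternatives were set before the data were examined. No paired analysis was possible because the 2 runs of a mark behaved as 1 library, so run numbers do not pair independent samples, and no model across libraries was fitted. For the same reason the planned edgeR fit with its robust variant was not run. The planned GC alternatives were not run either, since they need the genome sequence. Where no cause is given below, the cause was not tested.

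For the run check, H3K4me1 stayed below 1 under each alternative, at 0.383 with at least 3 calls, 0.380 with at least 10 calls and 0.385 with pooled levels from 30 to 70%. H3K9me3 went to 0.603 with at least 3 calls and crossed 1, to 1.43, with at least 10 calls. With at least 10 and under 50 calls in run 1 it was 0.968. The H3K27me3 pair kept its value within its interval under its 3 alternatives.

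The order of levels in own peaks, with H3K9me3 far above the other marks, held under each alternative except that the 4000-cell H3K27me3 library came close to H3K9me3 when restricted to CpGs with at least 10 calls. Means of single CpG levels were 29.3% for H3K4me1, 85.4% for H3K9me3 and, for H3K27me3 in order of cell number, 25.03%, 36.2%, 44.0% and 44.9%. CpGs with at least 5 calls gave 22.9%, 82.8%, 23.6%, 14.1%, 21.6% and 22.7% in the same order. CpGs with at least 10 calls gave 17.8%, 79.7%, 72.2%, 9.78%, 17.9% and 19.8%, where the 72.2% rests on at most 32 CpGs. The order among the H3K27me3 libraries therefore depended on the call minimum. The library's own peak list gave 25.2% for H3K4me1 and 11.4%, 18.3%, 23.1% and 23.7% for H3K27me3. Autosomes alone gave 25.8% for H3K4me1 and 24.7% and 24.6% for H3K27me3 with 100000 and 250000 cells. Without CpGs above the 99th percentile of coverage, levels were 27.4% for H3K4me1, 85.4% for H3K9me3 and 25.3%, 27.6% and 27.9% for H3K27me3 with 20000, 100000 and 250000 cells. Leaving out either run gave 25.7 to 25.8% for H3K4me1 and 84.5 to 85.1% for H3K9me3.

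The share of control peaks overlapped, with at least 50% of the peak covered, was 77.3% for H3K4me1 and 62.2% for H3K27me3. Among the wider peaks of each list it was 85.9% and 77.0%. Equal numbers of the widest peaks gave 82.8% for H3K27me3. Leaving out either run gave 81.5 to 84.5% for H3K4me1 and 77.2 to 92.7% for H3K9me3, and the other H3K9me3 alternatives stayed within 1 SD of its runs. The share of the 250000-cell H3K27me3 peaks recovered with 4000, 20000 and 100000 cells was 0.0216%, 18.3% and 71.7% with at least 50% covered. It was 6.07%, 47.0% and 84.6% among the wider peaks, and 2.48%, 34.5% and 62.5% with the control as reference. The order by cell number was the same in each. CpGs with at least 5 calls numbered 2169, 299560, 1012141 and 1235252.

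With at least 10 calls per peak, r was 0.942 for the H3K4me1 runs, 0.889 for the H3K9me3 runs and 0.782, 0.944 and 0.965 for 4000, 20000 and 100000 against 250000 H3K27me3 cells. With at least 50 calls it rose to 0.970 for the H3K4me1 runs, 0.947 for the H3K9me3 runs and 0.965 and 0.982 for 20000 and 100000 cells. The 4000-cell pair went the other way, from 0.757 with at least 20 calls to 0.743. That value lay at the lower end of the interval of the main value (0.743 to 0.771). Single CpGs gave 0.948, 0.946, 0.920 and 0.966 for the other pairs in the same order. For the 4000-cell pair they gave 0.767, over 21 CpGs. Spearman's coefficient was 0.961, 0.766, 0.687, 0.951 and 0.966 for the 5 pairs.

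Across the regions read with both marks, the number with H3K9me3 at least 20 points higher exceeded the opposite number under each alternative. With at least 5, 20 and 50 calls, the numbers were 1809, 497 and 166 with H3K9me3 higher and 154, 0 and 0 with H3K4me1 higher, from 5772, 867 and 204 regions. The median difference was 9.43, 23.8 and 34.6 points. CpGs with at least 3 calls gave 322 and 6 regions and a median of 28.6 points from 509 regions. Without CpGs above the 99th percentile of coverage the median was 15.4 points, and in windows of 1 kb it was 5.20 points. At the same CpGs of run 2, H3K9me3 was at least 20 points higher in 1122 of 6658 regions and H3K4me1 in 127. The median was 4.79 points. Leaving out 1 run gave 926 to 941 regions with H3K9me3 higher, 22 to 52 with H3K4me1 higher, the 52 without H3K9me3 run 2, and medians of 13.6 to 14.5 points. At imprinted promoters H3K9me3 was higher at 5 of 7 within 2000 bp, at 5 of 6 with at least 10 calls and at every promoter tested under the other alternatives. Leaving out 1 run gave 2 to 5 promoters with H3K9me3 higher and medians of 76.1 to 82.9 points. The other 7 of 12 promoters were not testable, and total depth was not the only limit. In run 2, Peg13 and Nnat had 812 and 487 H3K9me3 calls but 0 H3K4me1 calls. Peg10 had 240 H3K4me1 calls but 0 H3K9me3 calls. At Grb10, 0 of 19 H3K9me3 calls and 1 of 91 H3K4me1 calls were methylated in run 2. At Mest, 94.9% of 195 H3K9me3 calls and 85.7% of 7 H3K4me1 calls were methylated. Neither Grb10 nor Mest showed the wide difference of the 5 tested promoters.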

Other observations

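The chi-square of the run check and its minimum of 10 calls were set before the data were examined. The limit to under 50 calls and the remaining tests on repeat sequencing in this part were chosen after the result was seen. The tests on other patterns were written before their values were computed.

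The runs of each mark are a candidate case of repeat sequencing of one library. The mean chi-square was 0.390 for H3K4me1 and 0.722 for H3K9me3, both below 1. Of the CpGs covered in run 1, 91.8% for H3K4me1 and 75.3% for H3K9me3 were covered in run 2, against 61.7% of the CpGs of the 100000-cell H3K27me3 library in the deeper 250000-cell library and 76.8% of those of the 20000-cell library. Shared coverage thus does not separate repeat sequencing from separate libraries for H3K9me3, whose case rests on the chi-square and on the state of CpGs called once in each run. The rise to 1.43 among H3K9me3 CpGs with at least 10 calls fell to 0.968 over 424 CpGs when CpGs with 50 or more calls in run 1 were left out. The part above 1 thus sat in a few CpGs of very high coverage, but 0.968 is still near the value for separate molecules, so H3K9me3 CpGs with at least 10 calls show no sign of shared molecules by this measure. Why they differ from the other CpGs was not tested. One CpG reached 5054 calls in H3K9me3 run 2, counted over all sequences including those outside the run check. It may reflect reads from collapsed repeats, but that was not tested. Whether it is among the CpGs of the run check was not tested either.

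Methylation outside all peaks differed by 31.4 points between H3K9me3 run 2 and H3K4me1 run 2. If coverage of different CpGs were the whole cause, the difference would vanish at CpGs covered in both. It fell to 6.74 ± 0.295 points (jackknife SE) at 199249 such CpGs, so coverage may account for most of it but not for all. The H3K4me1 and 250000-cell H3K27me3 libraries differed by 21.6 points overall and by 2.44 ± 0.144 at the same CpGs. The remaining part may come from weak marking outside called peaks, which was not tested.

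The H3K27me3 level outside all peaks was 4.95 points higher with 250000 than with 4000 cells. At 33611 CpGs covered in both libraries, the difference was 0.435 ± 0.233 points, within 2 jackknife SE, consistent with coverage of different CpGs as the source. For 20000 cells, 1.66 points became 0.181 ± 0.0704, which is beyond 2 SE but small.

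Within regions read with both marks, the same question was asked of the H3K9me3 excess. The median difference went from 14.1 to 7.40 points at the same CpGs (95% interval of the median 6.73 to 7.91), so coverage of different CpGs may account for a large part of it and not for the whole. In regions with both peaks it went from 22.9 to 10.04 points, and with an H3K9me3 peak alone from 21.2 to 11.1. In the 1060 regions with an H3K4me1 peak alone it changed less, from 5.70 to 4.26 points. At the 5 imprinted promoters, the pooled difference at the same CpGs was 77.8 points, which argues against coverage of different CpGs there. A candidate explanation, not tested with parental alleles, is that the marks lie on opposite parental copies. The Meg3 and Gnas regions, chosen by the rule on size of difference, also kept 79.1 and 63.0 points at the same CpGs. The Gm33377 region, chosen by the same rule, fell from 67.7 to 2.39 points.

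The 4000-cell H3K27me3 library covered 0.937 times as many CpGs as the 250000-cell library would if thinned to 378056 calls (297919 against 317960). This is consistent with fewer distinct molecules than its calls allow. It had 32 CpGs with at least 10 calls where thinning predicts 0.294. The ratio was 1.03 for 20000 and for 100000 cells.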
